A study of Mus musculus with 23 samples. Its data were reported in "Distinct origins and niches determine the cellular responsiveness of CNS macrophages after repopulation" (2026).

How the data were processed

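Gene expression was measured by RNA sequencing in 23 libraries of brain macrophages sorted by flow cytometry from Ccr2CreERT2 R26tdT mice. In these mice, tamoxifen (2 mg per day) switches on the red fluorescent protein tdTomato (tdT) in cells that express Ccr2, a monocyte receptor gene, and the mark is inherited by their descendants. Monocyte-derived cells that missed the mark are sorted as tdT−, so tdT− cells of BLZ945 mice may include them. The animals received BLZ945, an inhibitor of the CSF-1 receptor that depletes brain macrophages, at 200 mg/kg on 7 days, or vehicle (CTL). A thromboembolic stroke was induced 8 weeks later, and cells were sorted 1 day after the stroke. The populations were microglia (MG) and subdural CNS-associated macrophages (sdCAMs), the CD206-positive macrophages of the leptomeninges and the perivascular space, the latter divided into tdT+ and tdT− cells. The groups, taken from the sample titles, were MG CTL (n = 5), MG BLZ945 (n = 5), tdT− CTL (n = 5), tdT− BLZ945 (n = 5) and tdT+ BLZ945 (n = 3). Each CTL library came from 1 animal. By the labels, the BLZ945 libraries held cells of 2 animals each, apart from those named F2, which held 1. Pooling therefore went with treatment, apart from 1 library in each BLZ945 group.

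The deposited values were whole-number read counts per gene symbol, not normalized. Per the labels and the study's methods, the authors aligned the reads with STAR and assigned them to genes with featureCounts on a Gencode annotation. Which of 2 mouse genome builds served for this table was not clear, so genes are identified by symbol and no positions are printed. How reads matching several genes were handled was not stated. Genes with near-identical copies, such as the Cd209, Ms4a6, Ccl, H2 and globin families, are uncertain for that reason. The table held 33280 genes, of which 9482 had 0 counts in all libraries. Every column matched 1 sample through the library name in its label. No duplicate libraries were found, since the closest pair of libraries within a group differed by a chi-square of 16.5 per gene.

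Total counts per library lay between 9433960 and 13276081. At these depths, 3 counts, taken as the smallest level that could be told from 0, equalled 0.226 to 0.318 CPM, the count as a share of the library total on the usual CPM scale. Such floors cover counting error only, because reads amplified by PCR without molecular identifiers are not independent molecules. CPM values were computed from library totals multiplied by TMM factors. The deposited counts were tested with edgeR 4.0.16 in R 4.3.3, using TMM factors, the filterByExpr filter and the quasi-likelihood test (glmQLFit and glmQLFTest). P-values were adjusted by Benjamini-Hochberg over all genes tested in a comparison, and a gene was called at an adjusted p-value under 0.05. BLZ945 and CTL MG were compared in a model of the 10 MG libraries, the sdCAM groups in a model of the 13 sdCAM libraries, and tdT− sdCAMs with MG in a model of 20 libraries. The model of 20 libraries also tested whether the BLZ945 effect differed between tdT− sdCAMs and MG. The study used DESeq2, which served here as an alternative (version 1.42.0).

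Gene lists were fixed in advance. The stroke panel (16 genes) held genes that the study named in whole brain tissue after stroke. A second stroke list (15 genes) held genes that the study displayed for sdCAMs of this experiment, so calls over that list alone show no stability. The HSC signature (6 genes) and the YS signature (4 genes) held markers that the study linked to sdCAMs derived from haematopoietic stem cells and from the yolk sac. A score was the mean of log2(CPM + 1) over a list, compared between groups by a two-sided exact permutation test of the difference in means (scipy 1.17.1). The 8 score tests were adjusted together by Benjamini-Hochberg. The transcript of the reporter locus, Gt(ROSA)26Sor, was tested in the same way on its own. With 5 against 5 libraries the smallest p-value is 0.00794, with 3 against 5 it is 0.0357, and with 3 pairs it is 0.25. None of these can pass the adjustment over the 8 score tests on its own.

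Besides the listed genes, each comparison names at most the 3 genes with the largest rise and the 3 with the largest fall among called genes. To be named, a gene needed an average log2 CPM of at least 5, a symbol that is not that of a predicted gene, and no overlap between the CPM values of the compared groups. Groups, designs, alternatives and this naming rule were set before the data were examined. Genes named outside it are marked as chosen after their values were seen. Libraries share replicate labels across groups (F1, F2, F3, M1, M2). Within a treatment, the same label means the same animal or pool. Between treatments it means different animals. All models were fitted without a replicate block and again with it.

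The scripts were tested on simulated counts drawn with the means, library sizes and spread of the real libraries, with 200 genes changed by 2-fold or 4-fold. At the real spread, the edgeR test recovered 87.5% of the changed genes for BLZ945 against CTL in MG (11090 genes), 40.5% for the same contrast in tdT− sdCAMs (12574 genes) and 28.0% for tdT+ against tdT− sdCAMs of BLZ945 mice (12592 genes). Wrong calls made up 3.85%, 5.81% and 5.09% of those calls, in that order. Recovery was 78%, 20% and 10% for the 2-fold changes and 97%, 61% and 46% for the 4-fold changes, in the same order. For DESeq2, the wrong calls were 12.3%, 27.7% and 25.0% of its calls on the same counts.

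The alternatives were RLE size factors, DESeq2, the study's filter on total counts, a filter of at least 10 counts in every library, a model of all 23 libraries, a model of only the compared groups, a further limit of 0.59 on the absolute log2 fold change, removal of ribosomal, mitochondrial and predicted genes, the replicate block, the letter of the replicate label (F or M) as a covariate, and leaving out each library in turn. Scores were also recomputed with other pseudocounts, other size factors and per-gene z-scores. Comparisons with animals without stroke, and with the other experiments of the study, were not analysed here.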

Results

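The data set described 3 macrophage populations of the mouse brain 1 day after stroke, in CTL animals and in animals whose macrophages had repopulated for 8 weeks after BLZ945. Total counts per library were 11059000 ± 728910 (SD, n = 5) in MG CTL, 10888000 ± 863770 (SD, n = 5) in MG BLZ945, 12270000 ± 1089300 (SD, n = 5) in tdT− CTL, 10395000 ± 1009500 (SD, n = 5) in tdT− BLZ945 and 10598000 ± 445910 (SD, n = 3) in tdT+ BLZ945. Replicates resembled each other most in MG, where the median Spearman correlation between libraries, computed across genes, was 0.977 in both treatments. It was 0.945 in tdT− CTL, 0.901 in tdT+ BLZ945 and 0.875 in tdT− BLZ945 sdCAMs. Within tdT− BLZ945, pairs that held library F2 or M2 correlated at 0.817 to 0.880, and the other pairs at 0.905 to 0.943. The common biological coefficient of variation was 0.253 in the MG libraries and 0.704 in the sdCAM libraries, so changes of the same size were harder to detect in sdCAMs.

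The number of genes with at least 1 count was 15138 ± 372 (SD, n = 5) in tdT− CTL and 13771 ± 759 (SD, n = 5) in tdT− BLZ945 libraries. After thinning all libraries to the lowest total, the difference was −1206 genes, and every tdT− BLZ945 library lay below every tdT− CTL library (two-sided exact permutation test, p = 0.00794, the smallest p the design allows; adjusted p = 0.0238 over 9 tests of detected genes). MG did not differ at equal depth (difference 155 genes, exact permutation p = 0.778, adjusted p = 0.778). Genes detected were 14721 ± 140 (SD, n = 5) in MG CTL, 14866 ± 893 (SD, n = 5) in MG BLZ945 and 14129 ± 117 (SD, n = 3) in tdT+ BLZ945.

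**Figure D1:**
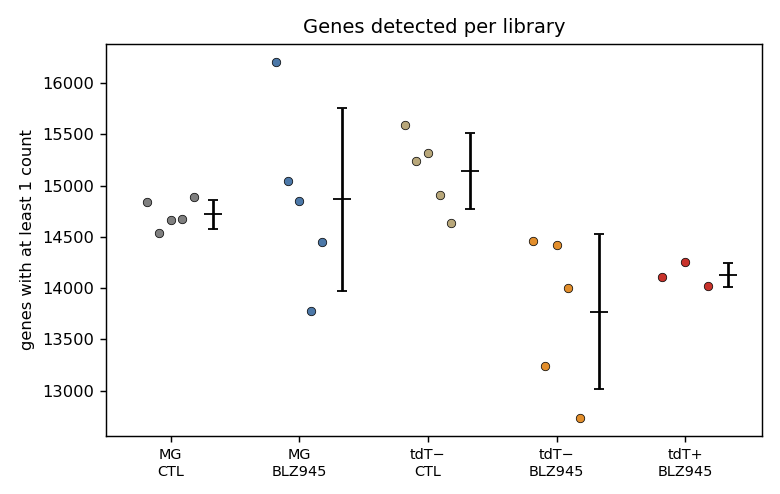
Number of genes with at least 1 count in each library (vertical axis) by group (horizontal axis); points are libraries, and the black mark with bars is the mean ± SD. The tdT− BLZ945 libraries, with a mean of 13771 genes, sit below the tdT− CTL libraries, with a mean of 15138, and the vertical axis does not start at 0.

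The first comparison checked the reporter sort. The transcript of the reporter locus, Gt(ROSA)26Sor, reached 37.9 ± 7.32 CPM (SD, n = 3) in tdT+ and 6.58 ± 1.84 CPM (SD, n = 5) in tdT− sdCAMs of BLZ945 mice. It was 5.87 ± 2.47 CPM (SD, n = 5) in tdT− CTL sdCAMs, the background. On the log2(CPM + 1) scale the tdT+ mean exceeded the tdT− mean of BLZ945 mice by 2.38, and 3 of 3 tdT+ libraries lay above all 5 tdT− libraries (two-sided exact permutation test, p = 0.0357, the smallest p the design allows). The replicate block gave a mean paired difference of 2.23 over the 3 animals or pools with both libraries, at a correlation of same-animal deviations of 0.0697. The setting that moved the difference most was a pseudocount of 5, at 1.89.

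The second comparison asked how far the sorted sdCAMs differed from MG of the same animals. In CTL mice, 3254 of 12697 genes were called between tdT− sdCAMs and MG, 1942 higher and 1312 lower in sdCAMs. In BLZ945 mice, 4113 genes were called, 2324 higher and 1789 lower. With the replicate block the counts were 3150 in CTL mice (1855 higher and 1295 lower), with 2925 genes shared, and 4087 in BLZ945 mice (2033 higher and 2054 lower), with 3633 shared, and the same-animal correlations were 0.117 and 0.0872. The setting that moved the CTL count most was the filter of at least 10 counts in every library, at 2271 genes. Both treatments shared 2508 called genes, of which 2507 changed in the same direction. Groups did not overlap for 2738 of the called genes in CTL and 2633 in BLZ945 mice, against 26.8% and 22% of all tested genes and 0.794% by chance. All 4 MG marker genes on the list were lower and all 5 sdCAM marker genes were higher in tdT− sdCAMs of both treatments, and all 9 were called over the lists alone and over all genes. P2ry12 was 4609 ± 1004 CPM (SD, n = 5) in MG CTL and 390 ± 39.2 CPM (SD, n = 5) in tdT− CTL, and Mrc1, which encodes CD206, was 13.5 ± 12.6 and 3138 ± 186 CPM (SD, n = 5 each).

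In CTL mice, the largest rises in tdT− sdCAMs under the naming rule were those of Cd209g, Cd209b and Gpx3. Cd209g, at 165 ± 44.0 CPM (SD, n = 5), was at least 567-fold higher, and Cd209b, at 331 ± 98.4 CPM (SD, n = 5), at least 1138-fold higher than in MG, where all libraries had 3 counts or fewer. Both belong to a family of similar genes, and their assignment is uncertain. Gpx3 rose by a log2 fold change of 11.09 (SE 0.45, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment, adjusted p = 8.07e-14), from 0.555 ± 0.572 to 1244 ± 88.6 CPM (SD, n = 5 each). Klk8, Lrrc3 and Nav3 had the largest falls, with log2 fold changes of −6.56 (SE 0.71), −6.54 (SE 0.56) and −6.51 (SE 0.84), and edgeR adjusted p-values of 2.86e-07, 7.86e-09 and 3.05e-06. Nav3 was not called under DESeq2, where a missing adjusted p-value counted as no call, so this does not show that the difference failed the test. In BLZ945 mice, Clec10a was at least 2272-fold, Pla2g2d at least 655-fold and Cd209f at least 1630-fold higher in tdT− sdCAMs than in MG. Upk1b, Slco4a1 and Sall1 had the largest falls, with log2 fold changes of −8.32 (SE 1.05), −7.14 (SE 0.98) and −6.94 (SE 0.72), and edgeR adjusted p-values of 2.36e-06, 7.49e-06 and 1.30e-07. For each of these genes, all 5 sdCAM libraries lay on 1 side of all 5 MG libraries.

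The third comparison asked whether repopulated MG differed from CTL MG. The edgeR test called 46 of 11264 genes, 28 higher and 18 lower in MG BLZ945, and 1492 genes had an unadjusted p-value under 0.05. The groups did not overlap for 42 of the 46 genes, whereas 3.09% of all tested genes showed no overlap and chance gives 0.794%. DESeq2 moved the count most, to 237 genes, among them all 46. A model of all 23 libraries called 12. Fn1 rose from 11.3 ± 7.24 to 56.7 ± 18 CPM (log2 fold change 2.30, SE 0.39), Axl from 15.8 ± 13.6 to 75.4 ± 14.6 CPM (2.24, SE 0.37) and Cd300lf from 20.7 ± 6.30 to 70.9 ± 20.8 CPM (1.76, SE 0.23; all SD, n = 5). Their edgeR adjusted p-values were 0.0124, 0.0100 and 0.00217. Khdrbs3 fell from 68.6 ± 13.6 to 26.4 ± 5.41 CPM (−1.39, SE 0.17), Npl from 208 ± 35.1 to 97.9 ± 9.02 CPM (−1.10, SE 0.12) and Serpinf1 from 67.2 ± 16.7 to 34.9 ± 9.61 CPM (−0.96, SE 0.19; all SD, n = 5), with edgeR adjusted p-values of 0.00154, 0.000477 and 0.0444. Each was higher, or lower, in 5 of 5 MG BLZ945 libraries than in any CTL library. Serpinf1 remained under 0.05 in 4 of 10 fits that each left out 1 library. In the model of all 23 libraries, Fn1, Cd300lf, Khdrbs3 and Serpinf1 lost their calls, with edgeR adjusted p-values of 0.539, 0.279, 0.380 and 0.175. On the stroke panel, 1 of 14 tested genes was called, both over the list alone and over all genes. This was Cd36, with a log2 fold change of 2.38 (SE 0.50, edgeR adjusted p = 0.0497 over all genes), whose groups overlapped. On the second stroke list, 3 of 14 tested genes were called over the list alone and 0 over all genes, with 5 at an unadjusted p-value under 0.05. They were Cxcl2, Il6 and Dusp1, all higher in MG BLZ945, with edgeR adjusted p-values of 0.0329, 0.0329 and 0.0357 over the list and 0.171, 0.168 and 0.203 over all genes. Of the 6 HSC signature genes, 3 were called over the list alone and 1 over all genes, H2-Eb1, which was lower in MG BLZ945 (−1.40, SE 0.27, edgeR adjusted p = 0.0354).

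The same contrast in tdT− sdCAMs asked whether sdCAMs without the monocyte mark differed after repopulation. None of 13076 genes was called (0 genes, lowest edgeR adjusted p = 0.304), and 697 genes had an unadjusted p-value under 0.05, 336 higher and 361 lower in tdT− BLZ945. DESeq2 called 56 genes and the model of all 23 libraries called 29. The difference in called genes between MG and tdT− sdCAMs does not show that the treatment effects differed. That was tested as an interaction, which called 5 of 12697 genes, all lower in the sdCAM effect, with 1104 genes at an unadjusted p-value under 0.05. With the replicate block, 1 gene was called, and it was not among the 5, at same-animal correlations of 0.117 in CTL and 0.0872 in BLZ945 mice. Of the HSC signature genes, 6 of 6 had a positive log2 fold change in tdT− sdCAMs, and 0 were called over the list or over all genes, with 4 at an unadjusted p-value under 0.05. On the YS signature, 1 gene was called over the list alone and 0 over all genes. This was Folr2, which was higher in tdT− BLZ945 (log2 fold change 0.77, SE 0.19, edgeR adjusted p = 0.00493 over the list and 0.436 over all genes). On the stroke panel, 1 gene was called over the list alone and 0 over all genes. This was Cd36, which was lower in tdT− BLZ945 (−0.57, SE 0.16, edgeR adjusted p = 0.0412 over the list and 0.541 over all genes), the opposite of its direction in MG. In the interaction, 2 stroke panel genes were called over the list alone and 0 over all genes, Cd36 and Itgax, with edgeR adjusted p-values of 0.00107 and 0.0347 over the list. Itgax had 0 counts in every tdT− CTL library, and 91, 0, 0, 0 and 2 in tdT− BLZ945 libraries F1, F2, F3, M1 and M2. Its sdCAM effect therefore rests on F1, a library flagged below for marker genes of other cell types. In the interaction test, 4 of the 6 HSC signature genes were called over the list alone and 0 over all genes. H2-Eb1 had the lowest p-value of them, at a log2 difference of effects of 2.12 (SE 0.45, edgeR adjusted p = 0.103 over all genes and 0.000666 over the list).

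**Figure D2:**
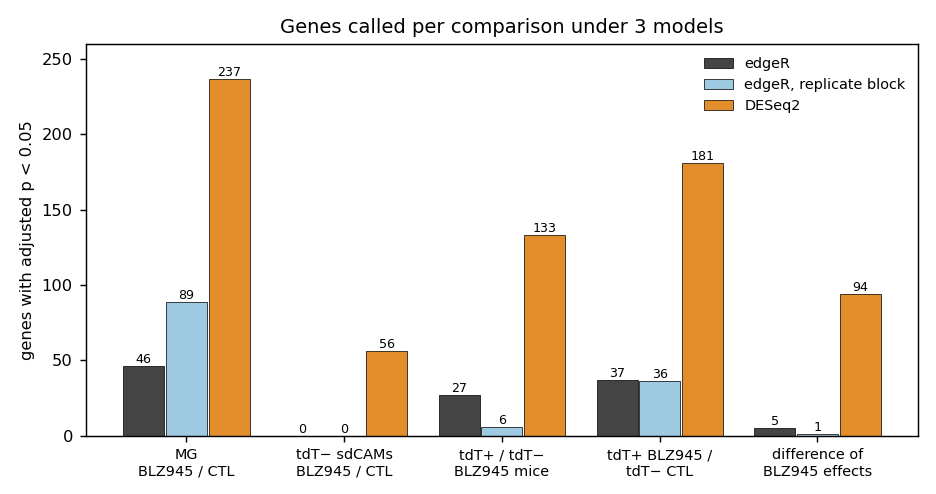
Number of genes with an adjusted p-value under 0.05 (vertical axis) in 5 comparisons (horizontal axis) under edgeR without a block, edgeR with the replicate block and DESeq2 (bars). BLZ945 against CTL gave 46, 89 and 237 genes in MG and 0, 0 and 56 in tdT− sdCAMs.

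The fifth comparison set tdT+ against tdT− sdCAMs of BLZ945 mice, that is, cells with the monocyte mark against cells without it in the same brains. The edgeR test called 27 of 13076 genes, 2 higher and 25 lower in tdT+ cells, and 903 genes had an unadjusted p-value under 0.05. The groups did not overlap for any of the 27, whereas 3.40% of all tested genes showed no overlap and chance gives 3.57%. With the replicate block, which uses the 3 animals or pools with both libraries for this contrast, 6 genes were called, 5 of them among the 27, at a same-animal correlation of 0.0697. DESeq2 called 133 genes. The 2 genes higher in tdT+ cells, chosen for mention after their values were seen, were Gt(ROSA)26Sor and Prss23, with edgeR adjusted p-values of 0.0269 and 0.0329. Prss23 had few counts and was not called between tdT+ and tdT− CTL sdCAMs (edgeR adjusted p = 0.976). With the block, both lost their calls, and the 1 gene called higher was H2-Aa (log2 fold change 1.45, SE 0.15, edgeR adjusted p = 0.0463, against 0.510 without the block). Cd55 fell from 60.5 ± 27.6 to 2.52 ± 1.85 CPM (log2 fold change −4.60, SE 0.60, edgeR adjusted p = 0.00146), Cd4 from 43.4 ± 14.8 to 1.97 ± 0.785 CPM (−4.48, SE 0.38, edgeR adjusted p = 2.25e-05) and Cd209b from 182 ± 36.7 to 8.53 ± 2.54 CPM (−4.43, SE 0.31, edgeR adjusted p = 2.72e-06; SD, n = 5 and n = 3). In each case 3 of 3 tdT+ libraries were below all 5 tdT− libraries. With the block, the edgeR adjusted p-values were 0.0794, 0.0269 and 0.00466.

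Genes of the 2 origin signatures were examined next. Cd163 was 1457 ± 455 CPM (SD, n = 5) in tdT− and 353 ± 25.4 CPM (SD, n = 3) in tdT+ sdCAMs of BLZ945 mice, with a log2 fold change of −2.07 (SE 0.26, edgeR adjusted p = 0.00117, 0.0463 with the block, and 0.0871 in the model of all 23 libraries, where the call was lost). It was the 1 gene of the YS signature called over all genes, and 3 of the 4 were called over the list alone. Of the HSC signature, 5 of 6 genes were higher in tdT+ cells, 5 were called over the list alone and 0 over all genes, with 5 at an unadjusted p-value under 0.05. With the block, H2-Aa of this list was called over all genes. Cd74 and H2-Eb1 had log2 fold changes of 1.16 (SE 0.34) and 1.17 (SE 0.37), with edgeR adjusted p-values of 0.450 and 0.472 over all genes and 0.0149 for each over the list. The exception was Ccr2, at −0.76, a direction that reversed with the replicate block and without tdT− BLZ945 library F1. The YS signature score was 8.38 ± 0.21 (SD, n = 3) in tdT+ and 9.52 ± 0.23 (SD, n = 5) in tdT− sdCAMs of BLZ945 mice, a difference of −1.14, with 3 of 3 tdT+ libraries below all tdT− libraries (two-sided exact permutation p = 0.0357, the smallest possible; adjusted p = 0.286 over 8 tests). The HSC signature score differed by 0.96 (9.89 ± 0.58, SD, n = 3, against 8.93 ± 0.92, SD, n = 5; exact permutation p = 0.143, adjusted p = 0.381). The replicate block gave mean paired differences of −1.10 and 1.33, the same direction in 3 of 3 pairs. The pairing check, 0.0697 as above, was computed over all genes and does not describe these scores. The YS scores of the groups were separate, but with 3 against 5 libraries the smallest p-value cannot on its own pass the adjustment over 8 tests. The HSC scores of the groups overlapped. Between tdT− BLZ945 and tdT− CTL sdCAMs, the YS score differed by 0.13 (exact permutation p = 0.341, adjusted p = 0.546) and the HSC score by 0.57 (exact permutation p = 0.230, adjusted p = 0.460). For the HSC score, 4 of 5 tdT− BLZ945 libraries lay above all tdT− CTL libraries, and 1, M2 at 7.48, lay below them. With 1 library left out, this HSC difference ranged from 0.297 to 0.935.

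**Figure D3:**
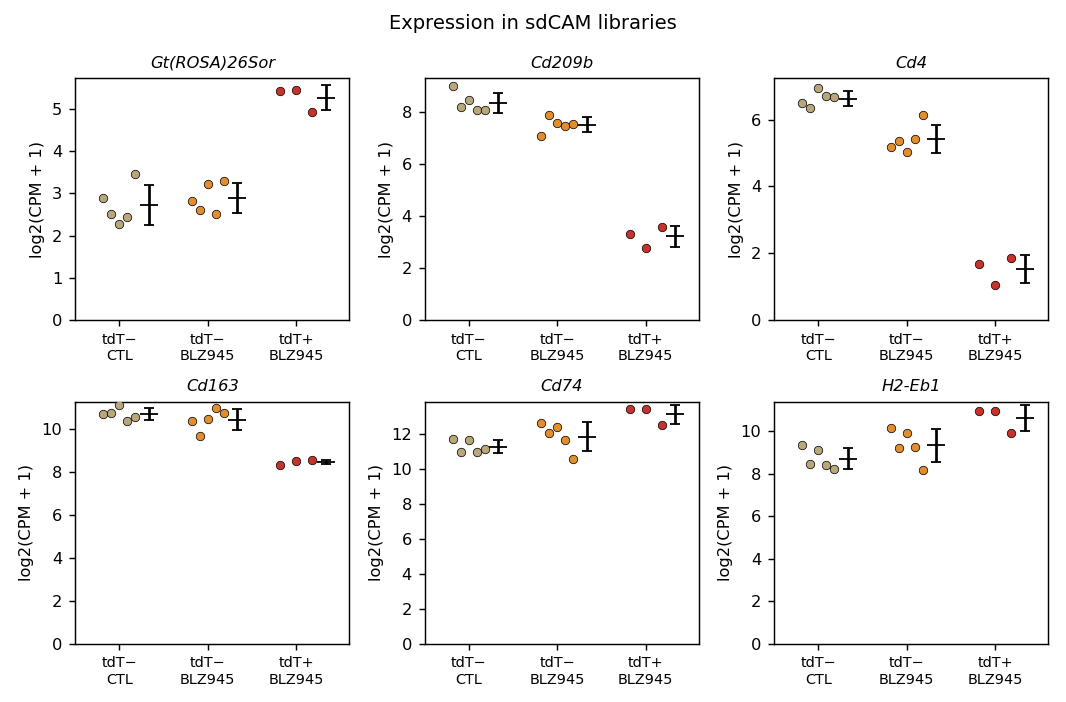
Expression as log2(CPM + 1) (vertical axes) of 6 genes in the tdT− CTL, tdT− BLZ945 and tdT+ BLZ945 sdCAM libraries (horizontal axes); points are libraries, and the black mark with bars is the mean ± SD. Cd209b averaged 331, 182 and 8.53 CPM in the 3 groups, Cd163 averaged 1704, 1457 and 353 CPM, and the reporter locus averaged 5.87, 6.58 and 37.9 CPM.

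The sixth comparison set tdT+ BLZ945 against tdT− CTL sdCAMs, which are different animals and differ in treatment and, by the tdT mark, in origin. It called 37 of 13076 genes, 9 higher and 28 lower in tdT+ cells, with 973 at an unadjusted p-value under 0.05. The groups did not overlap for any of the 37, against 8.16% of all tested genes and 3.57% by chance. It shared 24 genes with the fifth comparison, all changed in the same direction. Both comparisons use the same 3 tdT+ libraries and the same model, so this sharing is not separate evidence. Jaml rose from 13.8 ± 8.79 to 186 ± 124 CPM (log2 fold change 3.74, SE 0.61), H2-Eb1 from 441 ± 154 CPM to 1654 CPM (range 958 to 2017; 1.90, SE 0.37) and Cd74 from 2561 ± 687 to 9294 ± 3076 CPM (1.85, SE 0.34; SD, n = 5 and n = 3). The edgeR adjusted p-values were 0.00968, 0.0349 and 0.0244. H2-Eb1 stayed under 0.05 in 2 of 8 and Cd74 in 3 of 8 fits that each left out 1 library, Jaml lost its call without tdT+ library F3 (edgeR adjusted p = 0.0757), and tdT− BLZ945 libraries had intermediate H2-Eb1 and Cd74 means of 725 ± 339 and 4117 ± 1845 CPM (SD, n = 5). Cd4, Cd209b and Cd55 had the largest falls, with log2 fold changes of −5.65 (SE 0.40), −5.28 (SE 0.32) and −5.21 (SE 0.62), and edgeR adjusted p-values of 1.69e-06, 3.88e-07 and 0.000606. All 3 tdT+ libraries lay on 1 side of all 5 tdT− CTL libraries for these genes. Of the HSC signature, 5 of 6 genes were called over the list alone and 3 over all genes, and of the YS signature 3 of 4 and 1.

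The last comparisons asked whether the stroke panel differed between the groups. Its score was 5.58 ± 0.17 (SD, n = 3) in tdT+ BLZ945, 5.44 ± 0.49 (SD, n = 5) in tdT− BLZ945, 5.63 ± 0.11 (SD, n = 5) in tdT− CTL, 6.23 ± 0.34 (SD, n = 5) in MG BLZ945 and 5.86 ± 0.38 (SD, n = 5) in MG CTL. The difference between tdT+ and tdT− sdCAMs of BLZ945 mice was 0.14 (two-sided exact permutation p = 0.714, adjusted p = 0.714), and 0.19 with the replicate block, at the pairing check of 0.0697. By pair it was 0.404 in F2, 0.338 in F3 and −0.163 in M2, so M2 went the other way. The other differences were −0.19 for tdT− BLZ945 against tdT− CTL (exact permutation p = 0.413, adjusted p = 0.550), −0.05 for tdT+ BLZ945 against tdT− CTL (exact permutation p = 0.643, adjusted p = 0.714) and 0.37 for MG BLZ945 against MG CTL (exact permutation p = 0.135, adjusted p = 0.381). None held up against the spread between replicates. The difference of the BLZ945 effect between tdT− sdCAMs and MG was −0.56 for the stroke panel (exact permutation p = 0.0397, adjusted p = 0.0595 over 3 tests), 1.11 for the HSC signature (exact permutation p = 0.0317, adjusted p = 0.0595) and 0.55 for the YS signature (exact permutation p = 0.206, adjusted p = 0.206). Between tdT+ and tdT− sdCAMs of BLZ945 mice, 0 of 14 tested panel genes were called over the list or over all genes, with 1 at an unadjusted p-value under 0.05. On the second stroke list, 0 of 15 genes were called either way, with 0 at an unadjusted p-value under 0.05. Angptl4, Ccl8 and Ms4a6b, genes that the study selected from these libraries, were higher in tdT+ than in tdT− sdCAMs of BLZ945 mice, with log2 fold changes of 2.42 (SE 1.41), 0.63 (SE 0.36) and 0.14 (SE 0.17), but the edgeR adjusted p-values were 0.819, 0.816 and 0.982. None of the 3 was called over the list in this comparison either (0 genes, 0 at an unadjusted p-value under 0.05). The Angptl4 change ranged from 2.04 to 5.59 over the alternatives. Between tdT− BLZ945 and tdT− CTL sdCAMs, Ms4a6b was called over the list alone (edgeR adjusted p = 0.0292). Between tdT+ BLZ945 and tdT− CTL sdCAMs, 1 gene was called over the list alone. By edgeR, 0 were called over all genes in either, and DESeq2 called Ms4a6b in the latter (DESeq2 adjusted p = 0.0394). As this list was picked from the same libraries, a count over it alone shows no stability.

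**Figure D4:**
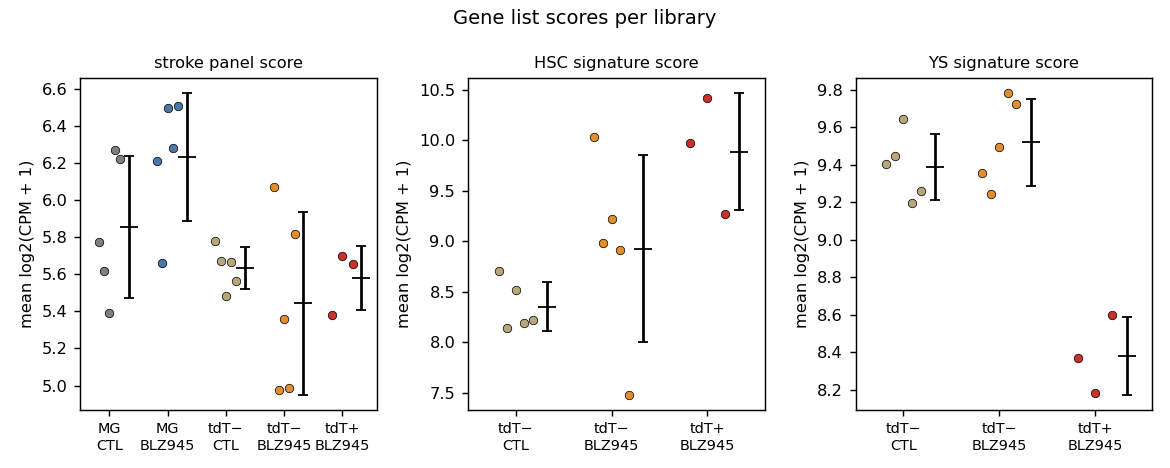
Mean log2(CPM + 1) over the stroke panel, the HSC signature and the YS signature (vertical axes) in each library by group (horizontal axes); points are libraries, the black mark with bars is the mean ± SD, and the vertical axes do not start at 0. The YS score of the tdT+ libraries averaged 8.38, below the 9.52 of the tdT− BLZ945 libraries, while the stroke panel scores of the 3 sdCAM groups overlapped at means of 5.63, 5.44 and 5.58.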

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

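The tests below of library size for Cd300lf, of MG markers for Sall1, of the genes of the interaction and of the monocyte and neutrophil markers were chosen only after the results were seen.

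In 80 groups of libraries that were screened for a library far from the others of its group, 2 stood out, and chance gives 4. Cd300lf in MG BLZ945 library F3 had a log2(CPM + 1) of 6.76, against 5.86 to 6.11 in the other MG BLZ945 libraries. Library size is not a candidate, since the total of F3, 11470872 counts, lay between those of the others. The gene was called between BLZ945 and CTL MG with and without this library. Sall1 in tdT− BLZ945 library F3 had a log2(CPM + 1) of 2.72, against 0.51 to 0.98 in the other tdT− BLZ945 libraries. Sall1 is high in MG, but the MG marker score of that library, 8.03, was not the highest of its group, so MG sorted with the sdCAMs is not what this score shows. No biological explanation was tested for either library, and 2 outlying libraries may be chance.

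The BLZ945 effect differed between tdT− sdCAMs and MG for 5 genes by the interaction test. They are named here after their values were seen: Gimap9, Zfp493, Ano7, Adam33 and Gm9958. All had a lower effect in sdCAMs. For 4 of them, all but Adam33, every tdT− BLZ945 library had 3 counts or fewer. Random loss of molecules in single libraries could give such counts. The genes were picked for being low there, so the 4 of 5 cannot settle it. Adam33 had 173 to 499 counts in the tdT− BLZ945 and 521 to 1368 in the tdT− CTL libraries, but 0 to 10 in MG BLZ945 and 0 to 1 in MG CTL. Its call rests largely on MG counts near 0 and is weakly supported. Gimap9 had 53 to 154 counts in the tdT− CTL libraries, at most 2 in the tdT− BLZ945 libraries and 0 in the tdT+ libraries, which were not in the model. Loss in single libraries is a poor account of that gene. For Zfp493, Ano7 and Gm9958, which reached 144, 62 and 33 counts in tdT+ libraries, random loss remains open. With the replicate block 1 gene was called, which was not among the 5.

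Marker genes of other cell types, which no comparison used, rose in single tdT− BLZ945 libraries. In F1, Retnlg reached 74.1 CPM, against 0 CPM in every tdT− CTL library, and Plac8 reached 78.2 CPM, against at most 5.21 CPM. In M1, Plac8 reached 73.7 CPM. Of 7 monocyte and neutrophil markers, 4 stood above every tdT− CTL library in F1 (Retnlg, Ly6c2, Plac8 and Chil3) and 1 in M1. The neutrophil genes S100a8, S100a9 and Ly6g had 0 counts in F1, which speaks against neutrophils, but the cell source of the 692 Retnlg counts there was not settled. Cd3e, a T cell marker, had 20 counts in F1, against at most 1 in the tdT− CTL libraries. Retnlg also reached 17.6 CPM in tdT+ library M2. The 4 markers in F1 may come from monocytes or other white blood cells, or their RNA, sorted with the sdCAMs of that library. The study gated sdCAMs as negative for Ly6C, Ly6G and CD11c, so cells with these surface proteins should have been left out. The 1 marker in M1 does not support such a source there. Whether F1 instead holds sdCAMs that still express monocyte genes cannot be told from these counts. Leaving out F1 changed the sign of the Ccr2 difference between tdT+ and tdT− sdCAMs, to 0.55.

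In tdT− BLZ945 library F2, the only one of its group from 1 animal, Hba-a1 reached 165 CPM, against at most 16.0 CPM in tdT− CTL. Of 3 further red blood cell genes, 2 stood above every tdT− CTL library, Hbb-bt at 134 CPM and Alas2 at 13.6 CPM, while Hba-a2 had 0 counts in F2 and in the tdT− CTL libraries. Globin genes have near copies, and Hba-a1 may hold reads of Hba-a2. RNA of red blood cells is a candidate source of the signal. No biological explanation was tested.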

How the results depend on the processing

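The comparison of tdT− sdCAMs with MG in CTL mice stayed within 1.5 times its count in all alternatives (2271 to 3966 genes), as did that in BLZ945 mice except for 2738 genes in a model of only the compared groups. In all cases below, the cause was not tested unless stated.

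DESeq2 called more genes in each of these comparisons: 237 for BLZ945 against CTL in MG, 56 in tdT− sdCAMs, 133 for tdT+ against tdT− sdCAMs of BLZ945 mice, 181 for tdT+ BLZ945 against tdT− CTL sdCAMs and 94 for the difference of the BLZ945 effect. In the simulated counts, 12.3% to 27.7% of its calls for the 7 comparisons were wrong at the real spread, so part of the excess may be wrong calls. The model of all 23 libraries gave 12, 29, 82, 121 and 1 genes in the same order. A model of only the compared groups gave 7 genes for tdT+ against tdT− sdCAMs and 76 for tdT+ BLZ945 against tdT− CTL. With the replicate block, 6 genes were called for tdT+ against tdT− sdCAMs and 1 for the difference of the BLZ945 effect. That difference also gave 2 genes under the study's filter, 0 under the filter of at least 10 counts (778 at an unadjusted p-value under 0.05), which removed all 5 genes before the test, and 1 with the letter covariate.

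Same-labelled libraries of different treatments are different animals, and their deviations did not go together: the correlations were 0.0600 in MG, 0.000462 in tdT− sdCAMs and −0.00462 for tdT+ BLZ945 with tdT− CTL. With the replicate block these comparisons called 89 genes (42 shared with the 46), 0 genes (665 at an unadjusted p-value under 0.05) and 36 genes (29 shared with the 37).

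Fits that each left out 1 library called from 22 to 102 genes for MG, 0 in all 10 for tdT− sdCAMs, from 16 to 27 for tdT+ against tdT− sdCAMs, from 21 to 44 for tdT+ BLZ945 against tdT− CTL, from 2840 to 3030 and from 3480 to 4437 for tdT− sdCAMs against MG in CTL and BLZ945 mice, and from 0 to 36 for the difference of the BLZ945 effect.

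Of the single genes, the difference in Ccr2 between tdT+ and tdT− sdCAMs reversed to 2.18 with the replicate block and to 0.55 without tdT− BLZ945 library F1 (range −1.79 to 0.55 with 1 library left out), and that between tdT+ BLZ945 and tdT− CTL reversed to −0.11 without tdT+ library F3 (range −0.11 to 1.32). None of these was called. Over 574 fits of single genes with 1 library left out, 546 kept direction and side of the threshold, 23 lost the call, 3 gained it and 2 reversed. Over 614 other fits, 582 kept both, 14 lost the call (Nav3 under DESeq2, as above, among them), 17 gained it and 1 reversed.

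Even 0.00794, the smallest p-value of 5 against 5 libraries, would not have passed the adjustment, given the other p-values of the 8 score tests. For the scores the fits therefore show only direction and size. No score of a gene list passed the threshold in any fit, and none could be lost. All kept their direction except the stroke panel score of tdT+ BLZ945 against tdT− CTL, which reversed to 0.0448 without tdT+ library F2 (range −0.114 to 0.0448 over its 8 fits with 1 library left out). Other stroke panel differences kept their direction but changed in size with 1 library left out. For tdT+ against tdT− sdCAMs of BLZ945 mice the range was 0.0192 to 0.293. For tdT− BLZ945 against tdT− CTL it was −0.347 to −0.0729. The reporter difference ranged from 2.28 to 2.54 with 1 library left out (exact permutation p = 0.0571 or 0.0952, the smallest that such designs allow, so 0.05 could not be passed) and from 1.89 to 2.53 otherwise. For tdT− sdCAMs against MG in CTL and BLZ945 mice, the median log2 change of all genes was −0.129 and −0.174 when scaled by plain totals, and −0.00702 and −0.0182 with TMM.

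The spread between libraries limited the sdCAM results, and it was not even across libraries. Of the genes with 10 to 100 CPM in tdT− CTL, 1.88% had 0 counts in tdT− BLZ945 library F2 and 2.40% in M2. In F1, F3 and M1 of that group the share was 0.186% to 0.852%. F2 and M2 are also among the pairs of tdT+ and tdT− libraries. At 0.1 times the dispersion, the simulated recovery for tdT+ against tdT− sdCAMs rose from 28.0% to 89.0%.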

Other observations

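Of the tests below, those of library size on detected genes, of the animal number, of detected genes in tdT+ libraries, of sdCAM markers in MG, of MG genes in sdCAMs and of the exchanged MG libraries were chosen only after the result was seen.

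Other splits of the same libraries were run for each count of called genes, up to 100 per comparison. Among splits that part as many same-labelled pairs, as many genes as the real groups were called by 1 of 16 for BLZ945 against CTL in MG, by 1 of 8 for tdT+ against tdT− sdCAMs of BLZ945 mice, by 1 of 8 for tdT+ BLZ945 against tdT− CTL, by 1 of 16 for tdT− sdCAMs against MG in either treatment and by 1 of 16 for the difference of the BLZ945 effect. The real split is among them, so the number of splits fixed the smallest share at 0.0625 or 0.125, and this share alone cannot exclude chance. For tdT− sdCAMs against MG in CTL mice, no split but the real one called more than 6 genes, against 3254. In BLZ945 mice the highest such count was 382, against 4113. The other splits, which leave some same-labelled pairs in 1 group, gave as many genes in 1 of 84 for MG and 1 of 84 for the difference of the BLZ945 effect, and in 0 of 84 or 0 of 48 for the remaining comparisons. For BLZ945 against CTL in tdT− sdCAMs, where the real count was 0 (697 genes at an unadjusted p-value under 0.05), 16 of 16 splits had to reach it, so the splits tell nothing.

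The split that outdid the real MG groups exchanged library M2 of MG CTL with library F2 of MG BLZ945, and called 127 genes against 46. A mislabelled sample was not apparent, since 0 of 23 libraries had Xist or Y-linked counts against the letter of its label. MG CTL M2 had the highest stroke panel score of the CTL MG, 6.27, and MG BLZ945 F2 the lowest of the BLZ945 MG, 5.66. A stroke response that differs between animals of a group may therefore contribute to this split. With the stroke panel score as a covariate, 31 genes were called in MG, and 23 of the 46, or 50%, were called again, so the score does not account for all of the calls.

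For the 46 genes called in MG, the median GC content stood at percentile 84.6 and the median transcript length at percentile 22.2 of 10000 random lists matched on expression, and neither bias was apparent. The sdCAM marker score did not differ between BLZ945 and CTL MG (exact permutation p = 0.992, n = 5 each). Of its genes, Mrc1 fell from 13.5 to 5.06 CPM (edgeR adjusted p = 0.0271 over the list and 0.178 over all genes). The markers thus do not show more sdCAMs among the BLZ945 MG. Mrc1 in tdT− CTL sdCAMs was 3138 CPM. Khdrbs3 and Serpinf1 were lower in those sdCAMs (5.42 and 47.6 CPM) than in CTL MG (68.6 and 67.2 CPM). Npl and H2-Eb1 were higher there (481.5 and 441 CPM). In MG they fell from 208 to 97.9 and from 16.9 to 6.46 CPM. Relative to the sdCAM level, these falls exceeded that of Mrc1. The values argue against fewer CD206-positive sdCAMs as the cause for these genes. The study sorted MG as CD206-negative cells, so a loss of sdCAMs low in CD206 is not excluded by them. For other genes called lower, fewer sdCAMs cannot be excluded. Pooling of animals was not tested, as F2 was the only BLZ945 MG library from 1 animal. Without F2, 94 genes were called in place of 46. Without MG CTL M2, which like every CTL library held 1 animal, 102 were called. The rise without F2 is therefore not specific to pooling and tells nothing about it, and a contribution of pooling is not excluded.

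More genes were called in MG than in tdT− sdCAMs, 46 against 0 (697 at an unadjusted p-value under 0.05). When noise was added to the MG counts until their spread resembled that of tdT− sdCAMs (biological coefficient of variation 0.563, the median over runs, against 0.597), a median of 19 genes was called over 20 runs (range 14 to 31), of which a median of 12 were among the 46. The larger spread between sdCAM libraries lowers the count, and in these runs did not lower it to 0. The runs stayed below the 0.704 of the sdCAM model that called 0 genes, and their noise was alike in all libraries. They therefore cannot exclude spread as the reason for 46 against 0. The difference itself rests on the interaction test, which called 5 genes.

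The fall in detected genes in tdT− BLZ945 libraries was not removed by equal depth (−1206 genes) or by removing the 10 highest genes of each library as well (−1178 genes, exact permutation p = 0.00794, adjusted p = 0.0238). Of 6453 genes with 10 to 100 CPM in tdT− CTL, 121 were at 0 in F2, 155 in M2 and 26 in both. Thus 21.5% of the genes missing in F2 were also missing in M2, where 2.40% of all 6453 were missing. Random loss of molecules in single libraries, as from few sorted cells, is consistent with most of the missing genes differing between these libraries, and the number of cells per library was not used here. It remains a candidate explanation for part of the fall.

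Of 13076 genes in the sdCAM model, 4628 (35.4%) had their highest group mean in tdT+ BLZ945, 4478 in tdT− CTL and 3970 in tdT− BLZ945. The group of 3 libraries held as many highest means in 27.7% of 1001 relabellings of the libraries. The excess may therefore come from the smaller number of replicates, whose mean varies more.

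The calls between tdT+ and tdT− sdCAMs of BLZ945 mice were mostly lower in tdT+ cells (25 of 27). They were less one-sided under DESeq2 (109 of 133) and in the model of all 23 libraries (55 of 82). Over the other splits into 3 and 5 libraries, 44 genes were called lower and 4 higher in the group of 3, that is, 91.7% lower. Of the 44, 20 came from 1 split. In the same kind of splits of tdT+ BLZ945 and tdT− CTL libraries, 0 genes were called either way, while the real groups had 28 of 37 lower in tdT+ cells. The direction may come in part from the smaller number of replicates, but the splits of tdT+ BLZ945 and tdT− CTL lend that no support. At equal depth the tdT+ libraries did not detect fewer genes (334 more), but for 6 of the 25 genes called lower, every tdT+ library had 3 counts or fewer, and loss of detection is not excluded for them. The median GC content and transcript length of the genes called lower stood at percentiles 12.1 and 47.4 of random lists. The cause of the direction remains open.

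The same animal number stands in the names of both the F2 library and the M1 pool of BLZ945 mice. The highest Xist count in the M1 libraries was 0, against up to 26 in other libraries with the letter M and 1045 to 3333 in those with the letter F. The counts do not show cells of the F2 animal in the M1 pool, and the number may be a clerical repeat.

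P2ry12, Siglech and Sparc, which are high in MG, were also counted in tdT− CTL sdCAMs, at 8.47%, 11.3% and 2.08% of their MG level. If MG had been sorted with the sdCAMs, other MG genes would stand at a similar share, but Upk1b stood at 1.43%. A mixture with MG could explain at most that share, and the remainder may be expression in sdCAMs or RNA from other cells, which these counts do not separate.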
